# Identification of Sestrin3 Involved in the *In vitro* Resistance of Colorectal Cancer Cells to Irinotecan

**DOI:** 10.1371/journal.pone.0126830

**Published:** 2015-05-14

**Authors:** Seung Ho Choi, Hye Kyung Hong, Yong Beom Cho, Woo Yong Lee, Hae Yong Yoo

## Abstract

Irinotecan, an analogue of camptothecin, is frequently used as a single agent or in combination with other anticancer drugs for the treatment of colorectal cancer. However, the drug resistance of tumors is a major obstacle to successful cancer treatment. In this study, we established that cells acquire chronic resistance to irinotecan. We profiled their differential gene expression using microarray. After gene ontology (GO) and KEGG pathway analysis of the microarray data, we specifically investigated whether Sestrin3 could decrease irinotecan resistance. Our results revealed that Sestrin3 enhanced the anticancer effect of irinotecan *in vitro* in LoVo cells that had acquired resistance to irinotecan. Irinotecan-resistant LoVo cells showed lower reactive oxygen species (ROS) production than their irinotecan-sensitive parental cells. ROS production was increased by Sestrin3 knockdown in irinotecan-resistant LoVo cells. Our results indicate that Sestrin3 might be a good target to develop therapeutics that can help to overcome resistance to irinotecan.

## Introduction

The incidence of colorectal cancer is over one million per year worldwide, with a mortality rate of up to 33% in developed nations [1]. Colorectal cancer is the fifth most common cancer. Chemotherapy has been recognized as being effective in treating metastasized colorectal cancer. Typically, fluorouracil (5-FU) has been used as a single therapy. However, in the last two decades, clinical practice has been using cytotoxic drugs such as fluoropyrimidine, irinotecan, and oxaliplatin. Standard combination chemotherapy regimens are FOLFIRI (folinic acid, fluorouracil, and irinotecan), CapIri (capecitabine and irinotecan), FOLFOX (folinic acid, fluorouracil, and Oxaliplatin), or CapOx (capecitabine and oxaliplatin). Substituting irinotecan with oxaliplatin has contributed to improved survival rate [2, 3]. Irinotecan (CPT-11), a derivative of natural camptothecin, is a major therapeutic drug for metastatic colorectal cancer (CRC) patients [4]. Irinotecan is chemically converted to its active form, 7-ethyl-10-hydroxycamptothecin (SN-38), which inhibits DNA topoisomerase. The stalling of topoisomerase at the replication fork by SN-38 induces a permanent DNA double-stranded break, which produces a DNA damage response (DDR). DNA damage is primarily sensed by the kinases ATR and ATM, the increased activity of which leads to the activation of the checkpoint kinases chk1/chk2 and the subsequent phosphorylation of p53. Phosphorylated p53 is more stable, which can activate apoptosis or regulate cell cycle arrest. p53 also plays a role in antioxidant response, which was discovered through the identification of a novel Sestrin (*SESN*) gene family, which is involved in reactive oxygen species (ROS) regulation [5]. Based on primary and secondary structure analysis using the PSI-BLAST and 3DPSSM programs, the *SESN* family is reported to encode antioxidant proteins [6, 7]. Sestrin proteins have a high degree of homology with the *Mycobacterium tuberculosis* protein AhpD, sharing similarities in their N-terminal domains [5]. They are responsible for catalyzing the reduction of peroxiredoxins (Prdx) that metabolize peroxides [8]. The AhpD protein, a component of alkyl-hydroperoxide reductase participating in the defense against ROS, is responsible for the regeneration of AhpC, a member of a conserved family of thiol-specific peroxidases (Prxs) [9]. The *Sestrin1* and *Sestrin2* genes are transcriptionally regulated under the control of p53, whereas *Sestrin3* is regulated by the AKT/FOXO axis, through FOXO1/FOXO3a-mediated gene expression [5, 10]. *Sestrin3* is also involved in ROS detoxification as well as in delaying cellular senescence through FOXO [11]. Of the three members of the Sestrin family, the third member, *Sestrin3*, has been reported in the literature to a lesser extent than the two others.

Although irinotecan displays potent activity against a wide range of tumors, including colorectal tumors, drug resistance remains a major obstacle to effective chemotherapy. Therefore, novel targets to overcome drug resistance are needed for successful cancer treatment. Several hypotheses have been proposed regarding the mechanisms involved in the resistance to CPT, including reduced cellular accumulation of CPT due to active efflux by ATP binding cassette (ABC) transporters, enzymatic systems relevant to metabolic conversion, alteration in the structure or location of topoisomerase I, and alterations in the cellular response to CPT-TOPI-DNA ternary complex formation [7]. Although multiple experimental approaches have been attempted clinically to overcome individual mechanisms of resistance [7], remarkable success has yet to be achieved.

In this study, we established a cell line that acquired chronic resistance to irinotecan. Our objective was to compare the transcriptional profile in the irinotecan-resistant colorectal cancer cell line to that in the parental irinotecan-sensitive cells, to search for new markers to increase the sensitivity to irinotecan. We also investigated whether Sestrin3 could enhance the anticancer effect of irinotecan *in vitro*, in the irinotecan-resistant colorectal cancer cell line.

## Materials and Methods

### Cell lines and culture conditions

The human colorectal cancer cell lines HCT116, HCT15, HCT29, KM12SM, SW620, DLD1, CoLo205, and LoVo were obtained from the American Type Culture Collection (ATCC). Cell lines were cultured in RPMI 1640 supplemented with 10% fetal bovine serum (FBS), 100 U/ml penicillin, 100 μg/ml streptomycin, 1 mM sodium pyruvate, and 2.05 mM L-glutamine at 37°C. Cell lines were regularly tested for identity and mycoplasma infection, using the MycoAlert mycoplasma detection kit (Lonza).

### Western blot analysis

Cells were lysed in RIPA buffer (50 mM Tris, 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, and 0.1% sodium dodecyl sulfate) supplemented with protease inhibitors and phosphatase inhibitors. Antibodies used for immunoblotting were rabbit monoclonal anti-ATM (D2E2, Cell signaling), rabbit polyclonal anti-phospho-Chk1 (Ser317, Cell signaling), rabbit polyclonal anti-ATR, TopBP1, CtIP (Bethyl laboratories), and mouse monoclonal anti-NBS1 (1D7, Novus Biologicals). Polyclonal antibodies against Sestrin3 were purchased from Abcam. Mouse monoclonal anti-Chk1 (G-4) and anti α-tubulin were purchased from Santa Cruz biotechnology. Antibodies against AMPKα (23A3), phospho-AMPKα (Thr72, 40H9), p70S6K and phosphor-p70S6K (Thr389, 108D2), mTOR (7C10), and phospho-mTOR (Ser2448) were purchased from Cell Signaling.

### Development of the irinotecan-resistant cell line

To create a stable colorectal cancer cell line chronically resistant to irinotecan, LoVo cells were exposed to irinotecan at an initial concentration of 0.1 μmol/l in RPMI 1640 supplemented with 10% FBS. When cultured cells reached a confluency of 80%, 20% of the cells were replated for next passage. Cells were passaged 3 times at the same concentration of irinotecan to ensure their adaptation and then treated with 2 fold higher concentration of irinotecan. The concentration of irinotecan was sequentially increased until it reached a final concentration of 8 μmol/l. Irinotecan was purchased from Sigma-Aldrich.

### Cell Viability and cytotoxicity assays

Colorectal cancer cell lines were seeded into 96-well cell culture plates in RPMI 1640, supplemented with 10% FBS. After 24 h of incubation, the medium was replaced with fresh medium containing irinotecan. Various concentrations of irinotecan were used to treat cells for 72 h. The cell viability or cytotoxicity was evaluated using the Cell Counting Kit-8 (CCK-8) assay, according to the manufacturer’s instructions. Briefly, 10 μl of CCK-8 solution was added to each well. Plates were incubated for 2 h at 37°C. The absorbance values were measured at 450 nm.

### Clonogenic survival assay

Cells were cultured in a medium containing irinotecan at concentrations of 0.05, 0.1, 0.4, 0.8, 1.5, and 3 μM, respectively. After 24 h, the cells were detached and seeded onto 60-mm culture dishes. After 14 days, the remaining colonies were washed with PBS, stained with crystal violet, and then counted according to defined colony sizes. All experiments were independently repeatedly at least 3 times. The statistical significance of the difference in colony numbers was determined using a two-tailed Student’s t-test.

### Cell cycle analysis

For cell cycle analyses, flow cytometry was carried out using LoVo cells treated with or without irinotecan. Briefly, cells were detached with trypsin, washed with PBS, and resuspended in 0.5 ml of PBS. After fixation with 4.5 ml of 70% ethanol, cells were incubated on ice for 2 h. Fixed cells were washed, resuspended in 1 ml of a propidium iodide staining solution containing 0.1% (v/v) triton X-100, 0.2 mg/ml of RNase A, and 20 μg/ml of PI, incubated at room temperature for 30 min, and then kept on ice until the flow cytometry analysis was performed.

### RNA Interference (RNAi)

For transient RNA silencing, cells were transfected with siRNA-targeting Sestrin3 (siSESN3) or with non-targeting siRNA (siControl), using the lipofectamine RNAiMAX transfection reagent (Life Technologies).

### Measurement of cellular ROS

The generation of intracellular ROS was evaluated using the CellRox green oxidative stress reagent (Invitrogen). Briefly, cells were transfected with siRNAs for 48 h and subsequently incubated with 5 μM of the CellRox reagent at 37°C for 30 min. After washing twice with PBS, the fluorescence intensity was measured using fluorescent microscopy.

### RNA Isolation and Gene Expression Profiling

In the present study, we performed global gene expression analyses using Affymetrix GeneChip Human Gene 1.0 ST oligonucleotide arrays using LoVo cells and irinotecan resistant LoVo-R8 cells cultured with or without irinotecan (8 μM). Samples were prepared according to the instructions and recommendations provided by the manufacturer. The total RNA was isolated using RNeasy Mini Kit columns (Qiagen). The RNA quality was assessed using the Agilent 2100 bioanalyzer with an RNA 6000 Nano Chip (Agilent Technologies). The RNA quantity was determined using the ND-1000 Spectrophotometer (NanoDrop Technologies, Inc.). RNA samples (300 ng each) were used as input for the Affymetrix procedure as described in the protocol. Briefly, 300 ng of total RNA from each sample was converted to double-stranded cDNA, using a random hexamer incorporating a T7 promoter. Amplified RNA was generated from the double-stranded cDNA template though *in vitro* transcription and purified with the Affymetrix sample cleanup module. cDNAs were regenerated by reverse transcription using random primers and a dNTP mix containing dUTP. cDNAs were then fragmented by UDG and APE 1 restriction endonucleases and end-labeled by a terminal transferase reaction that incorporated a biotinylated dideoxynucleotide. Fragmented and end-labeled cDNAs were hybridized using the GeneChip Human Gene 1.0 ST arrays for 16 hours at 45°C and 60 rpm, as described in the Gene Chip Whole Transcript (WT) Sense Target Labeling Assay Manual (Affymetrix). After hybridization, chips were stained and washed in the Genechip Fluidics Station 450 (Affymetrix), and scanned using a Genechip Array scanner 3000 7G (Affymetrix). For statistical analysis, a detection call (Present/Absent) was generated by the Affymetrix microarray suite 5(MAS5) algorithm. The scanned raw files were imported into the statistical programming environment R (Version2.3), for further analysis with tools available from the Bioconductor Project. Expression data were normalized and log2-transformed, using the robust multichip average (RMA) method implemented in the Bioconductor package RMA (M2, M3). To reduce noise in the significance analysis, probe sets that did not show a detection call rate of at least 50% of the samples were filtered out. Highly expressed genes that showed a 2-fold change in expression were selected. Results were classified using hierarchical clustering algorithms implemented in the TMEV software 4.0. Array data were deposited at the Gene Expression Omnibus with the accession number GSE59501.

### Statistical analysis

*In vitro* experimental data were obtained from experiments repeated three times in triplicates. Mean values were calculated, and significance was determined, using the Student’s two-tailed test. *P* values < 0.05 were considered statistically significant.

## Results

### Establishment of irinotecan-resistant cell lines

Before generating a colon cancer cell line with acquired resistance to irinotecan, we tested the cytotoxicity of irinotecan on several colorectal cancer cell lines to identify the most sensitive one. Of eight cell lines, the LoVo cell line was the most sensitive to irinotecan (Fig 1A). The cytotoxicity of irinotecan to parental and resistant LoVo (LoVo-R) cells was determined using the CCK-8 assay. The LoVo-R cells were more resistant to irinotecan than the parental LoVo cells. The IC_50_ values of LoVo-R and parental LoVo were 10 μM and 1.5 μM, respectively. We established several resistant cell lines using different final concentrations of irinotecan. However, similar levels of IC_50_ were found across the resistant cell lines with different final concentrations of irinotecan (Fig 1B). The resistance of the LoVo-R8 cell line was confirmed using a clonogenic assay (Fig 1C). The LoVo-R8 cell line adapted to irinotecan at a final concentration of 8 μM. It is well known that irinotecan specifically inhibits DNA replication by trapping topoisomerase I in DNA strands, inducing a cell cycle arrest in the G_2_ phase. To investigate the effect of irinotecan on the cell cycle progression of LoVo-R8 cells, we further analyzed the cell cycle of this cell line (Fig 1D). The LoVo parental cells that were treated with 5 μM of irinotecan showed severe G_2_/M arrest. After 24 h of irinotecan treatment (5 μM), the cell cycle arrest at the G_2_/M-phase was seen only in the parental LoVo cells, but the LoVo-8R cells treated with or without irinotecan showed no difference in their cell cycle progression.

**Fig 1:**
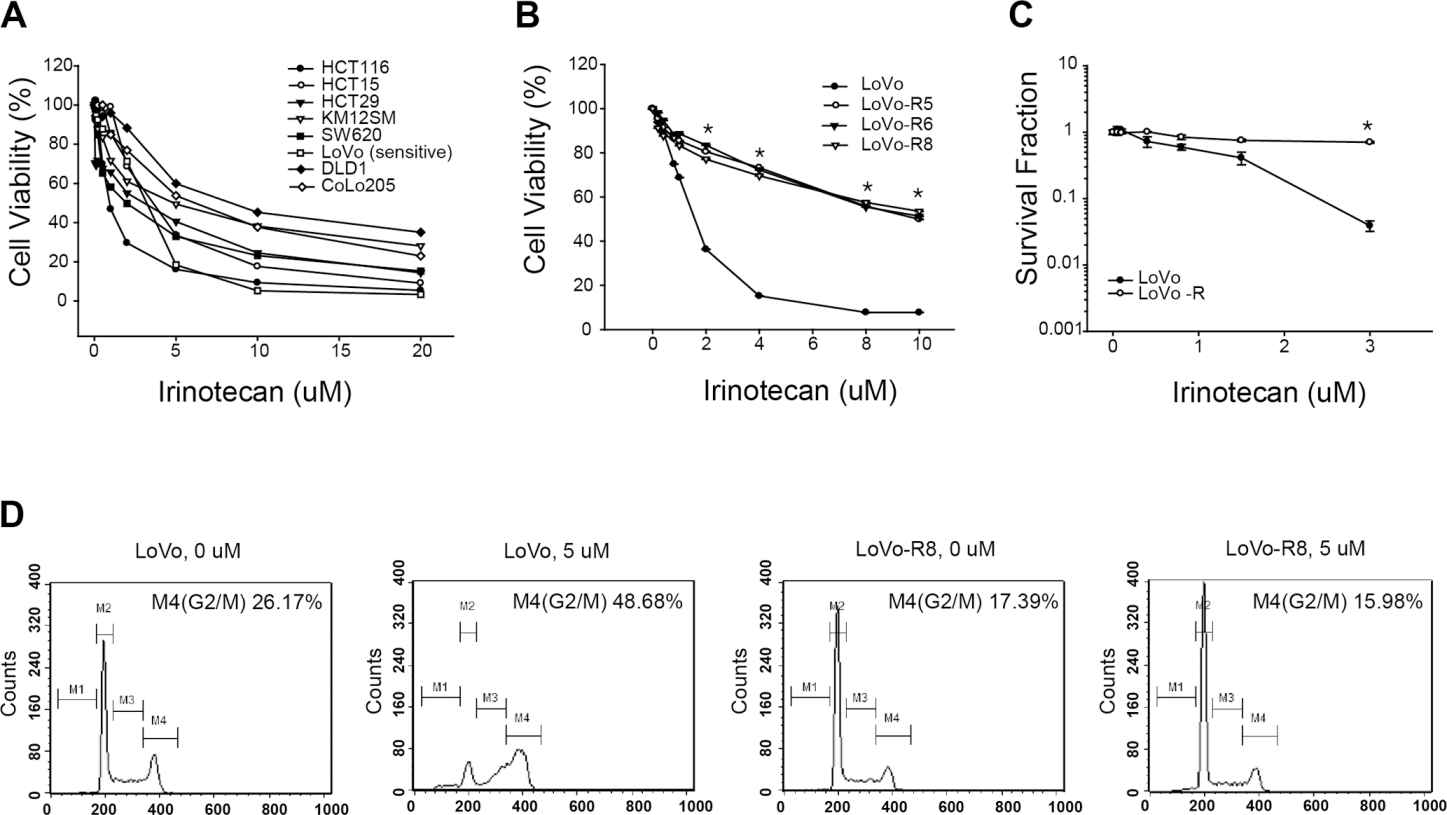
Effect of irinotecan on cell proliferation in colon cancer cells. (A) The sensitivity of eight colon cancer cell lines to irinotecan was measured using the CCK-8 assay. For the CCK-8 assay, cells were exposed to irinotecan at given concentrations for 72 h before measurement. The cell viability was presented as the percentage relative to untreated cells. (B) The resistance of established LoVo cells to irinotecan was measured using the CCK-8 assay and (C) the clonogenic survival assay. Colonies that survived the clonogenic survival assay were measured after further incubation for an additional 14 days. (D) Cell cycle progression of LoVo-R8. * *p* ≤ 0.05.

### Gene expression array analysis of irinotecan-resistant LoVo-R8 cells

After establishing the irinotecan-resistant LoVo-8R cell lines, we investigated their gene expression profiles using DNA microarray. 

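RNA from 3 cultures was measured on Affymetrix Human Gene 1.0 ST arrays, with 1 array per culture. These were parental LoVo cells, LoVo-R8 cells grown without irinotecan (LoVo 8R- in S1 Fig) and LoVo-R8 cells grown with 8 μM irinotecan (LoVo 8R+). LoVo is an established human colorectal cancer line, and LoVo-R8 was derived from it by raising the irinotecan dose from 0.1 to 8 μM. The cells were passaged 3 times at each dose according to the paper and 2 times according to the sample labels. A treatment text shared by the labels of all arrays mentions irinotecan before RNA purification, and whether the parental culture received it is not given in the sources used here. The authors normalized the arrays by the robust multichip average (RMA) method and deposited a log2 level for each of 33297 probe sets. The paper names R and Bioconductor for this step, and the submitters' processing notes name Affymetrix Expression Console 1.1. The median level was 6.94 in parental LoVo, 6.95 in LoVo 8R- and 6.94 in LoVo 8R+.

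Differences between arrays were computed here by subtracting log2 levels, and a probe set or gene was counted as higher or lower at a difference of at least 2-fold. Of the probe sets, 19460 name 1 gene and give values for 18417 genes, each represented by its brightest probe set. Another 1754 name several genes and 12083 are unnamed here. With 1 array per condition there are no replicates, so no value below has an error or a p-value, and the number of arrays limits the precision. The detection filter and the p < 0.05 criterion of the paper were not repeated. The pair of LoVo-R8 arrays, which share a cell line but not the drug, differed by less than 0.53 for 95% of genes and by less than 0.90 for 99% of them. Each result is given for both LoVo-R8 arrays under the names of the sample labels, because S1 Fig and Table 1 point to different arrays. The fold changes of Table 1 match the array labelled LoVo 8R+ to within 0.001 for all 17 genes measured here. SESN3 RNA was higher than in parental LoVo on both LoVo-R8 arrays, as in the real-time PCR and western blot of Fig 4A and 4B. That direction alone does not tell the arrays apart.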

Using a filter criterion of at least a 2-fold change with *p* < 0.05, the number of genes with changes in expression in LoVo-8R cells, compared to their parental LoVo cells, was determined. 

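Relative to parental LoVo, the collagenase gene MMP1 was the highest gene in LoVo 8R-, at 28.8-fold, and the calcium-binding protein gene CALB1 was the lowest, with a log2 difference of -7.02. In LoVo 8R+ their log2 differences were 5.20 and -6.26. The other highest genes in LoVo 8R- included TFPI, a coagulation inhibitor (log2 difference 3.55), LINC01152 (3.32), AGMO (3.17), HOXC9 (3.12), GLIS3 (2.99), MSLN, which encodes mesothelin (2.96), and FSIP2 (2.92). ZNF675 (4.13), ZNF91 (2.99), APOBEC3G (3.03) and APOBEC3F (2.85) were also among the 12 highest, but each has close paralogs that may share probe sequence, so their values are uncertain. After CALB1, the lowest genes were ALDH1L2, a mitochondrial folate enzyme (-5.06), the activin antagonist FST (-4.86), CD200 (-4.85), RAB25, an epithelial small GTPase (-4.73), the glutamine synthetase gene GLUL (-4.68), NFIB (-4.63), LPCAT2 (-4.54), PROM1 (-4.50), SPINK6 (-4.33), TPTEP1 (-4.11) and the cyclin gene CCND2 (-4.05). TFPI, LINC01152, AGMO, FSIP2 and ZNF675 in parental LoVo, and ALDH1L2, PROM1 and SPINK6 in LoVo 8R-, were below the first quartile of the array (5.39 and 5.42), where background limits the size and order of their differences.

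In LoVo 8R-, 527 probe sets were at least 2-fold higher and 932 at least 2-fold lower than in parental LoVo, 4.38% of all probe sets. Of these, 132 higher and 309 lower ones (30.2%) were among 4203 unnamed probe sets with the lowest identifiers. What those measure was not settled, so the counts are not all changes of known genes. In LoVo 8R+, 776 were higher and 734 lower, so the share of higher ones among them was 51.4%, against 36.1% in LoVo 8R-. The arrays shared 358 higher and 503 lower probe sets, and 0 were higher in one and lower in the other. Independent lists of these sizes would share 12.3 and 20.5, and 3 simulated unchanged arrays, of which 2 are compared with the third, share 36.6 and 33.0 on average, from lists of only 133.3 higher and 128.3 lower probe sets. The correlation of the differences across probe sets was 0.802, against 0.501 in the simulation, and the covariance was 0.174 against 0.0434. Part of this excess may come from the single parental array, and probe sets are not independent replicates. Counted with 1 value per gene, 302 genes were higher and 512 lower in LoVo 8R-.

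**Figure D1:**
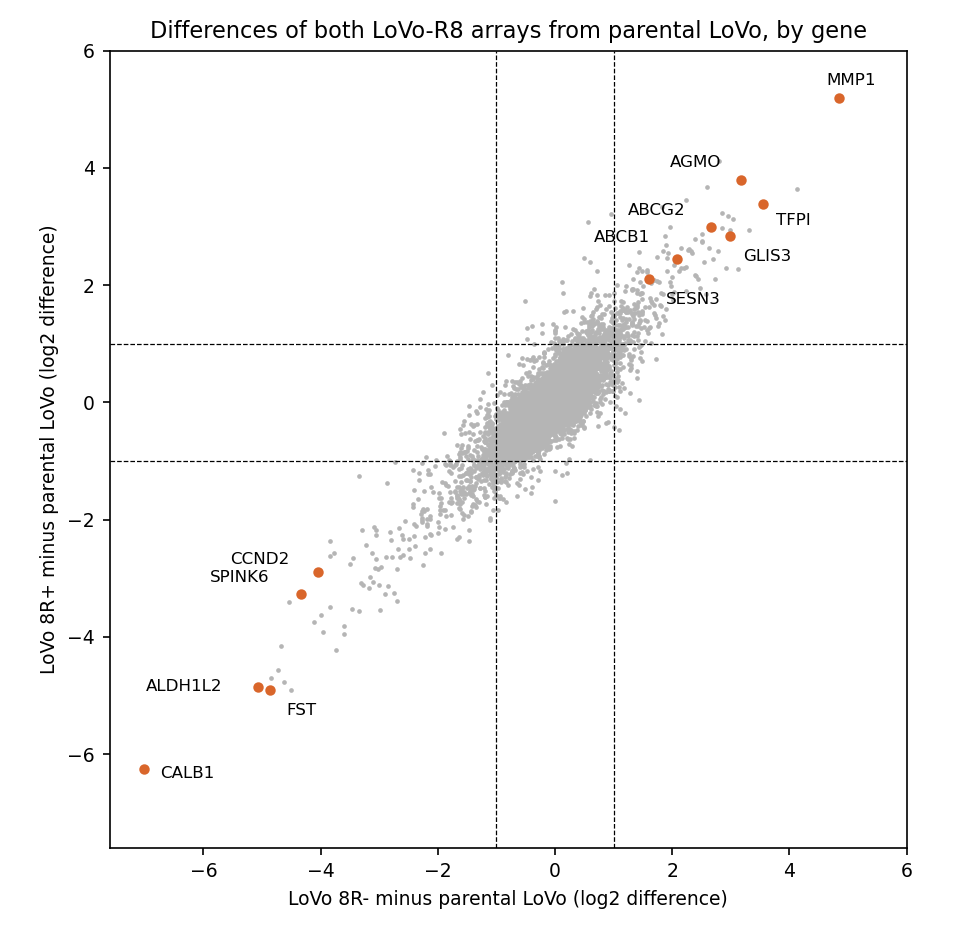
Log2 difference from parental LoVo in LoVo 8R- (horizontal axis) and in LoVo 8R+ (vertical axis), with 1 point for each of 18417 genes. Dashed lines mark 2-fold, and MMP1 (4.85 in LoVo 8R-) and CALB1 (-7.02) lie at the opposite ends.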

A total of 599 and 566 genes were up-regulated and down-regulated, respectively, accounting for 3.5% of the total genes probed (Fig 2A and 2B). A functional annotation of these genes was carried out, using a gene ontology-based analysis of biological properties. The genes were categorized into 15 functional groups (Fig 2A and 2B). Most of these genes were associated with the inflammatory response, angiogenesis, cell proliferation, or cell migration.

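Inflammatory genes were the most shifted upward of these groups. Of 28 measured cytokines, chemokines and NF-kappaB targets, 9 were at least 2-fold higher in LoVo 8R- than in parental LoVo and 1 was lower, and 10 and 1 in LoVo 8R+. The chemokine gene CCL20 had log2 differences of 2.81 in LoVo 8R- and 4.11 in LoVo 8R+, CXCL1 2.51 and 2.75, and the interleukin gene IL1A 1.96 and 3.00. PTGS2, which encodes cyclooxygenase 2, was the lower gene (-2.69 and -2.85). Cell proliferation genes of DNA replication and the G1/S transition lay on the other side, with 9 of 25 lower and 0 higher in LoVo 8R- and 3 lower and 0 higher in LoVo 8R+. The cyclin gene CCNE2 had differences of -3.35 and -1.25, the replication licensing gene CDC6 -2.13 and -1.22, and CCNE1 -1.60 and -1.11. Of 26 genes of G2/M, the cyclin gene CCNB1 was lower in LoVo 8R- (-1.19) and 0 were in LoVo 8R+. Among 26 angiogenesis genes, 1 was higher and 1 lower in LoVo 8R-, and 1 and 3 in LoVo 8R+. JAG1 (1.06 and 1.14) was the higher one on both arrays, ANGPT1 (-2.40 and -2.45) was lower on both, and THBS1 and PDGFA (-1.02) were lower in LoVo 8R+. Among 24 receptors and proteases of migration and adhesion, 2 were higher and 3 lower in LoVo 8R-, and 2 and 2 in LoVo 8R+. MMP7 (1.93 and 2.55) and MMP1 were the higher ones, and the integrin gene ITGA2 (-2.81 and -2.34) was lower on both arrays. The urokinase receptor gene PLAUR (-1.82 and -0.98) and ITGB6 (-1.03 and -0.77) were lower in LoVo 8R-, and ITGB8 (-0.90 and -1.02) in LoVo 8R+.

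Each list was fixed before the data were examined, and its median was set among those of 10000 random lists matched on expression. The inflammatory list had a median of 0.43 in LoVo 8R-, above every random list, and 0.32 in LoVo 8R+. The G1/S list had medians of -0.89 (percentile 0) and -0.27 (percentile 0.445). The G2/M list had -0.16 (percentile 19.4) and -0.08 (percentile 29.2). The angiogenesis list had 0.14 (percentile 98.4) and 0.02 (percentile 84.2), and in LoVo 8R- it was no longer above the central 95% of random lists with loess correction (percentile 96.0). The migration list had -0.07 (percentile 4.18) and 0.00 (percentile 40.9), and in LoVo 8R- it fell below the central 95% with loess correction (percentile 1.06) or repeated quantile normalization (percentile 1.37). These lists are not the gene ontology groups of Fig 2, whose members were not used here.

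**Figure D2:**
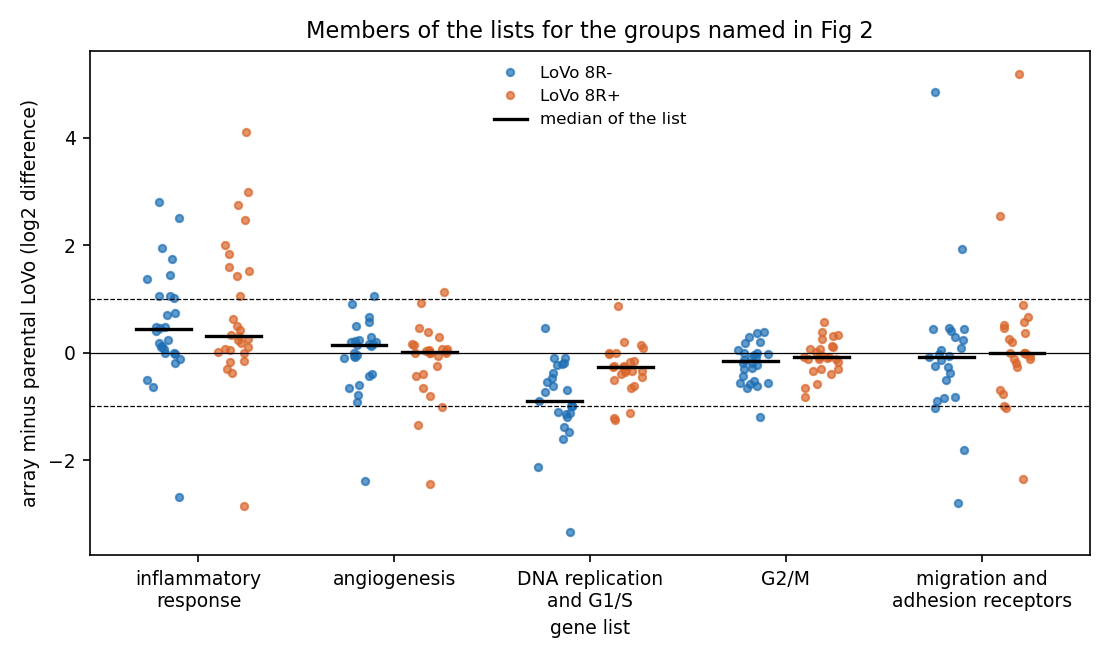
Log2 difference from parental LoVo of each measured member of 5 gene lists, in LoVo 8R- (blue) and LoVo 8R+ (orange), with black bars at the medians and dashed lines at 2-fold. The inflammatory list has its medians at 0.43 and 0.32 and the G1/S list at -0.89 and -0.27.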

**Fig 2:**
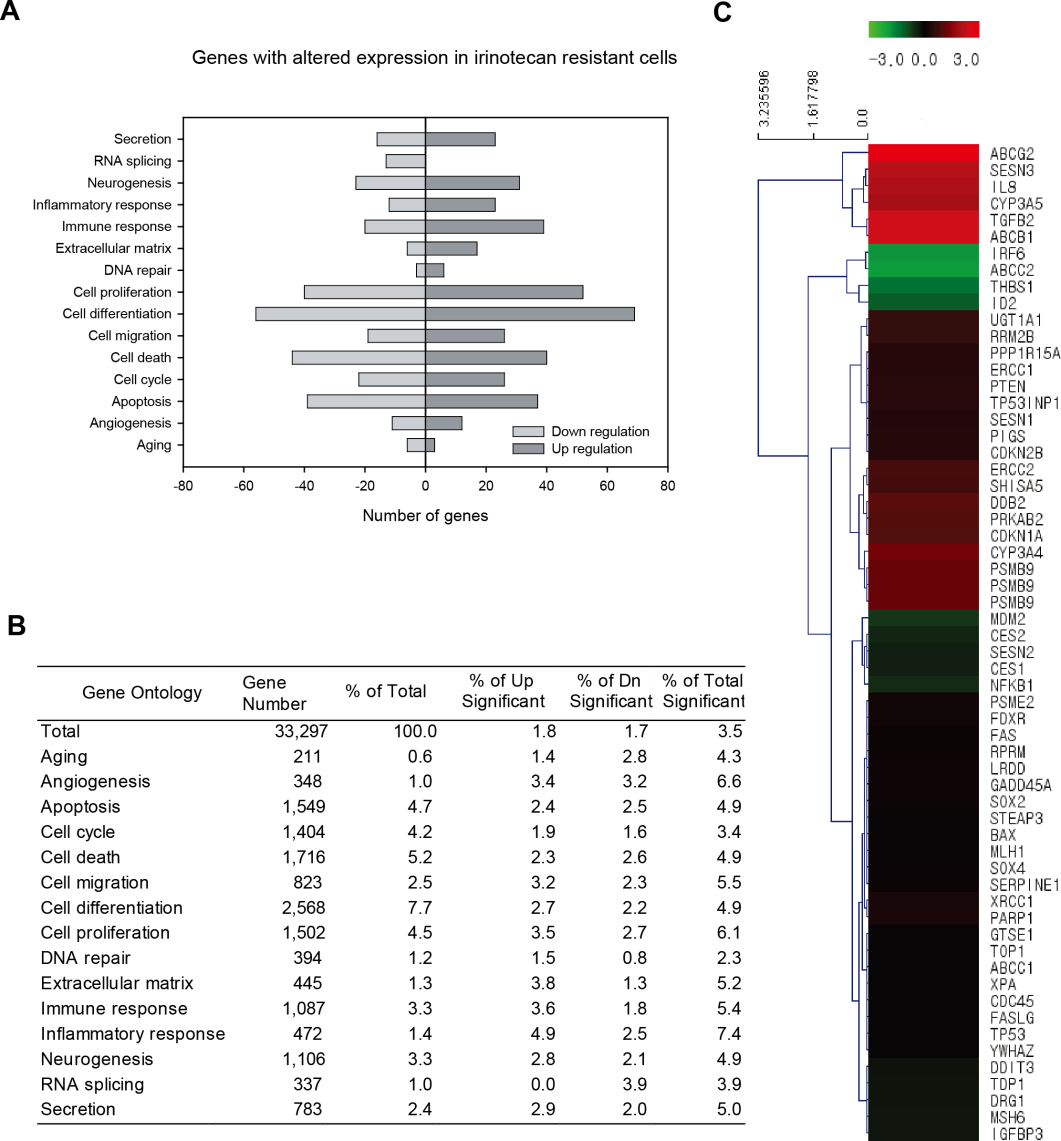
Gene ontology-based expression analysis in irinotecan-resistant LoVo cells, compared to their parental cells. Genes were selected using a filter criterion of at least a 2-fold change compared to controls with *p* < 0.05. Genes with altered expression in the irinotecan-resistant LoVo cell line, compared to the original LoVo cell line, are categorized into 15 functional groups based on gene ontology. The gene numbers are displayed in graphs (A) and probed gene numbers in this array analysis and percentage values of the significantly changed genes are presented in a table (B). (C) Hierarchical cluster analysis of the irinotecan-resistant LoVo cell expression microarrays. A cluster-based representation of altered genes in irinotecan-resistant cells with intensity, normalized to the parental LoVo cell line. Genes that were up-regulated relative to parental LoVo cells are shown in red, and those that were down-regulated are shown in green. The expression levels of these genes were altered ≥1.5-fold or ≤0.6-fold in irinotecan-resistant LoVo cell lines, compared with the original LoVo cell line. Gene symbols are shown in the right row.

A hierarchical clustering heat map (Fig 2C) depicts the patterns of change in gene expression levels observed in the irinotecan-resistant LoVo cells. 

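Of the 58 genes labelled in Fig 2C, 51 were measured here. In LoVo 8R-, 19 of them were at or above 1.5-fold of parental LoVo, 4 at or below 0.6-fold and 28 between these limits, and in LoVo 8R+ the numbers were 14, 3 and 34. TGFB2, a growth factor gene, was the highest of the 51 in LoVo 8R-, and the transporter gene ABCG2 in LoVo 8R+. The lowest on both arrays was ABCC2, another transporter gene. SHISA5, a p53-induced gene of the endoplasmic reticulum, had log2 differences of 0.56 and 0.82, and the NF-kappaB subunit gene NFKB1 -0.41 and -0.51. IGFBP3, an insulin-like growth factor binding protein gene, had -0.53 and -0.23, PIGS 0.10 and 0.40, RPRM 0.36 and 0.10, and YWHAZ 0.03 and 0.02. The DNA repair gene XPA had the same level, 8.75, on all arrays. Such ties arise because RMA was fitted on 3 arrays, and 26.1% of probe sets have the same value on at least 2 of them.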

A total of 24 genes were shown to be involved in the irinotecan pathway or to be cell cycle arrest-related genes, based on the analysis of biological properties conducted using gene ontology. A total of 53 pathways were found, based on the KEGG pathway analysis. The entire clustering heat map is presented as supplemental data in S1 Fig. We also analyzed the functions of known genes involved in the irinotecan pathway of colorectal cancer cells. CYP3A4 and CYP3A5 are involved in the formation of carbonyloxycamptothecin, an inactive metabolite of irinotecan. 

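The RNA levels of both cytochrome genes were at least 2-fold higher in the LoVo-R8 arrays than in parental LoVo. CYP3A5 was 4.72-fold higher in LoVo 8R- and 3.71-fold higher in LoVo 8R+, from a parental level of 7.82. CYP3A4 was 3.09-fold and 2.44-fold higher, from a parental level of 5.09, which is below the first quartile of that array. The CYP3A genes are close paralogs and their probe sets may share sequence, so these values are uncertain.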

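ABCG2 and ABCB1, which encode efflux pumps of the plasma membrane, were at least 2-fold higher on both LoVo-R8 arrays. The ABCG2 level was 8.18 in parental LoVo, 10.84 in LoVo 8R- and 11.16 in LoVo 8R+, or 6.33-fold and 7.92-fold of the parental level. The ABCB1 level was 8.31, 10.39 and 10.76, or 4.23-fold and 5.44-fold. ABCB4, a paralog next to ABCB1 that may share probe sequence with it, had log2 differences of 0.77 and 1.46. The other measured efflux transporters were lower or near their parental levels. ABCC2, which exports conjugated drugs, was lower, at -2.29 in LoVo 8R- and -1.90 in LoVo 8R+. ABCC4 had -1.04 and -0.49, and with either loess correction (-0.96) or repeated quantile normalization (-0.93) it did not reach 2-fold in LoVo 8R-. ABCC1, ABCC3, ABCC5 and ABCC10 lay between -0.15 and 0.12 on both arrays. On chromosome 7, the 10 measured genes next to ABCB1 had a median log2 difference of 0.55 in LoVo 8R- and 0.64 in LoVo 8R+.

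**Figure D3:**
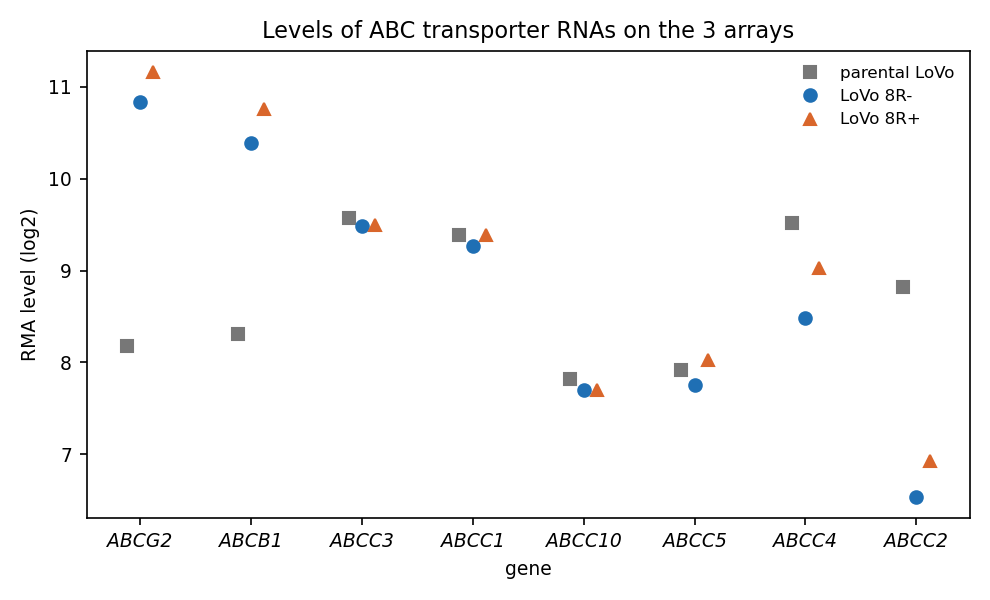
RMA log2 levels of 8 ABC transporter RNAs in parental LoVo (squares), LoVo 8R- (circles) and LoVo 8R+ (triangles), 1 array each. ABCG2 and ABCB1 lie above their parental levels of 8.18 and 8.31 on both LoVo-R8 arrays, and ABCC2 lies below its own.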

The RNA levels of two ATP-binding cassette transmembrane proteins (ABC), ABCG2 (known as breast cancer resistance protein) and ABCB1, were dramatically up-regulated in the irinotecan-resistant cells (Fig 2C and S1 Table). This is not surprising, considering the fact that efflux of irinotecan in tumor cells is revealed as a potential strategy to overcome drug resistance.

### Expression of genes involved in the pathway of DNA damage checkpoint

To find new markers related to irinotecan resistance, we investigated the expression of several genes involved in DNA damage checkpoint signaling. The irinotecan-sensitive LoVo cells showed a same levels in CtIP (CtBP interacting protein) and TopBP1 (topoisomerase (DNA) II binding protein 1) expression, in a dose-dependent manner. In irinotecan-resistant LoVo cells, CtIP expression was more or less increased. However, the expression of TopBP1 was not changed. CHK1 (CHEK1, checkpoint kinase 1) was activated by 5 μM of irinotecan in the parental LoVo cells. However, CHK1 was not activated in the LoVo-8R cells treated with the same concentration of irinotecan (Fig 3A). Consequently, only phosphorylated CHK1 showed a differential expression pattern in irinotecan-sensitive versus-resistant cells (S2 Fig). The activation of CHK1 upon exposure to ionizing radiation (IR) or UV radiation was normal in both irinotecan-sensitive and-resistant cells (Fig 3B). However, the phosphorylation level of CHK1 in response to IR and UV was higher in irinotecan-sensitive LoVo cells. These results made us further investigate cell cycle arrest-related genes, to find new markers for irinotecan resistance.

**Fig 3:**
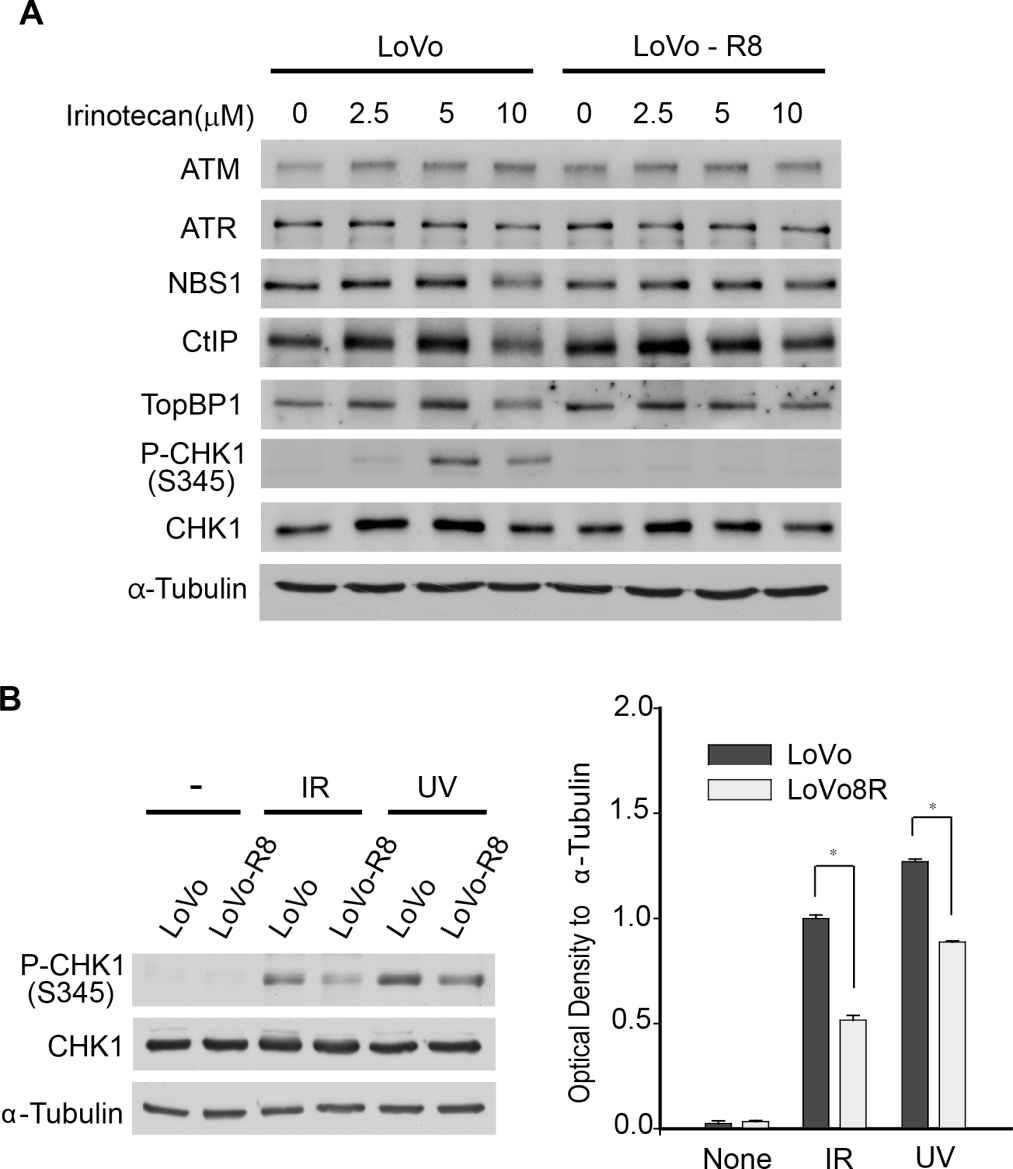
Expression patterns of genes involved in the pathway of DNA damage checkpoint. (A) Expression of several genes involved in the DNA damage response in irinotecan-resistant cells. CHK1 was activated at 5 μM in parental LoVo cells, but resistant LoVo cells did not show the activation of CHK1. (B) DNA damage such as IR and UV induced the activation of CHK1 in LoVo and LoVo-8R cells. The phosphorylation of CHK1 in response to IR (10 Gy) and UV (50 J/m^2^) was higher in LoVo cells than that in LoVo-8R cells. Graph shows the phosphorylation level of CHK1. The differences were considered significant at *p* < 0.05 by t-test. *, comparison between LoVo cells vs LoVo-R8 cells.

### Sestrin3 knockdown enhanced irinotecan cell cytotoxicity in resistant LoVo cells

To find markers for irinotecan resistance, we analyzed the up-regulated genes found to be involved in cell cycle arrest, based on the microarray data. 

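SESN3, a member of the Sestrin family of stress-inducible antioxidant proteins, was 3.04-fold higher in LoVo 8R- and 4.29-fold higher in LoVo 8R+ than in parental LoVo. Its log2 level was 7.61 in parental LoVo, 9.22 in LoVo 8R- and 9.72 in LoVo 8R+. Of the 17 genes of Table 1 measured here, 10 were at least 2-fold higher in LoVo 8R- and 1 was at least 2-fold lower, and 4 and 2 in LoVo 8R+. The growth factor gene TGFB2 was the highest of them in both, at 6.45-fold and 5.43-fold. The chemokine gene CXCL8 (IL8) was also at least 2-fold higher in both, at 2.08-fold and 4.00-fold. The cyclin-dependent kinase inhibitor gene CDKN1A had log2 differences of 1.44 and 0.95, the AMPK subunit gene PRKAB2 1.44 and 0.98, and the phosphatase subunit gene PPP1R15A 1.40 and 0.42. CDKN2B had 1.08 and 0.39, TP53INP1 1.08 and 0.44, and GADD45A 1.03 and 0.12. The stress-response gene DDIT3 was at 1.19 in LoVo 8R- and -0.18 in LoVo 8R+. PSMB9 was at 0.93 and 1.16, and with loess correction it passed 2-fold in LoVo 8R- as well (1.01). ID2, an inhibitor of differentiation, was lower on both arrays (-1.69 and -1.05), and THBS1 had -0.92 and -1.35. SOX2, SOX4 and PSME2 lay between -0.15 and 0.22 on both. This list was taken from the paper's own selection on these arrays, so its direction is not independent evidence. From its analysis of the up-regulated cell cycle arrest genes of these arrays for markers of irinotecan resistance, the paper singles out Sestrin3 (Table 1).

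**Figure D4:**
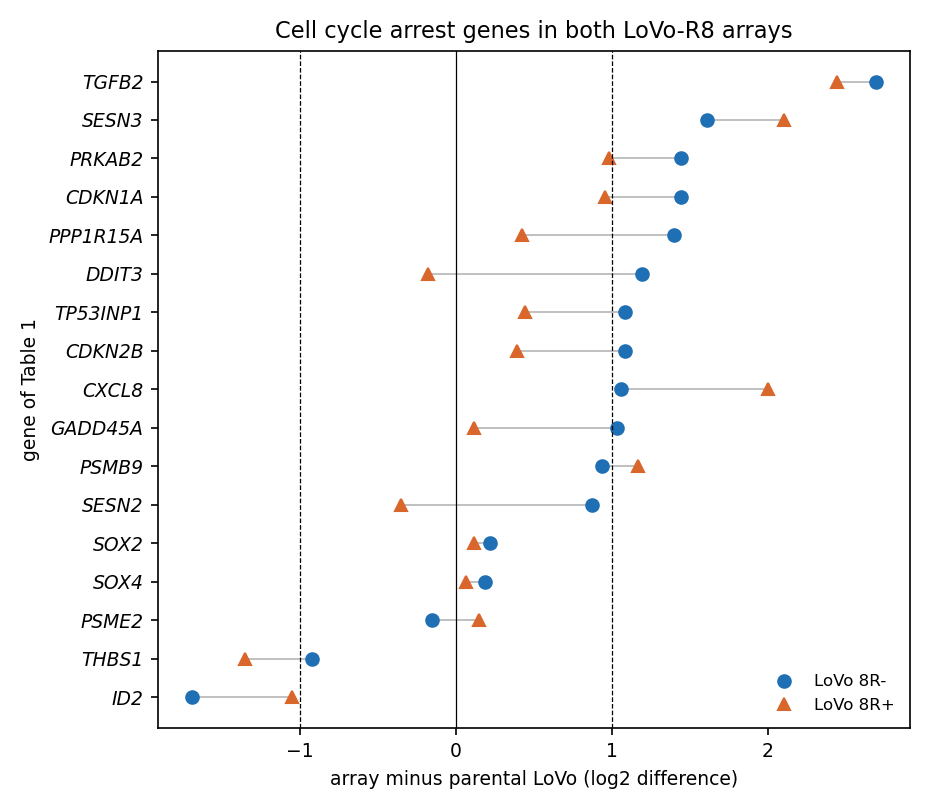
Log2 difference from parental LoVo of the 17 measured genes of Table 1 in LoVo 8R- (circles) and LoVo 8R+ (triangles), with dashed lines at 2-fold. TGFB2 and SESN3 lie above 2-fold on both arrays, and DDIT3 lies at 1.19 and -0.18.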

Sestrin3 was dramatically up-regulated in the LoVo-R8 cells (Table 1). Sestrin3 knockdown did not affect the toxicity of irinotecan to the parental LoVo cells. The relative quantity of Sestrin3 mRNA level was increased in LoVo-R8 cells, and western blot analysis showed Sestrin3 protein level was also increased in LoVo-R8 cells (Fig 4A and 4B). Using qPCR analysis, Sestrin3 transcript was confirmed to be down regulated by transfecting siSESN3, but the viability of LoVo cells was not affected by siSESN3 treatment (Fig 4C). Sestrin3 knockdown decreased the resistance of LoVo-R8 cells to irinotecan, reducing its IC_50_ value to 4 μM (Fig 4D). Sestrins, a family of stress-inducible proteins, share a high degree of homology with the bacterial AhpD protein that is responsible for catalyzing the reduction of peroxiredoxins. We measured ROS accumulation under controlled Sestrin3 levels in each cell line (Fig 4E). LoVo-R8 cells showed a lower ROS accumulation than their parental LoVo cells. Sestrin3 knockdown increased ROS production in both cell types.

**Fig 4:**
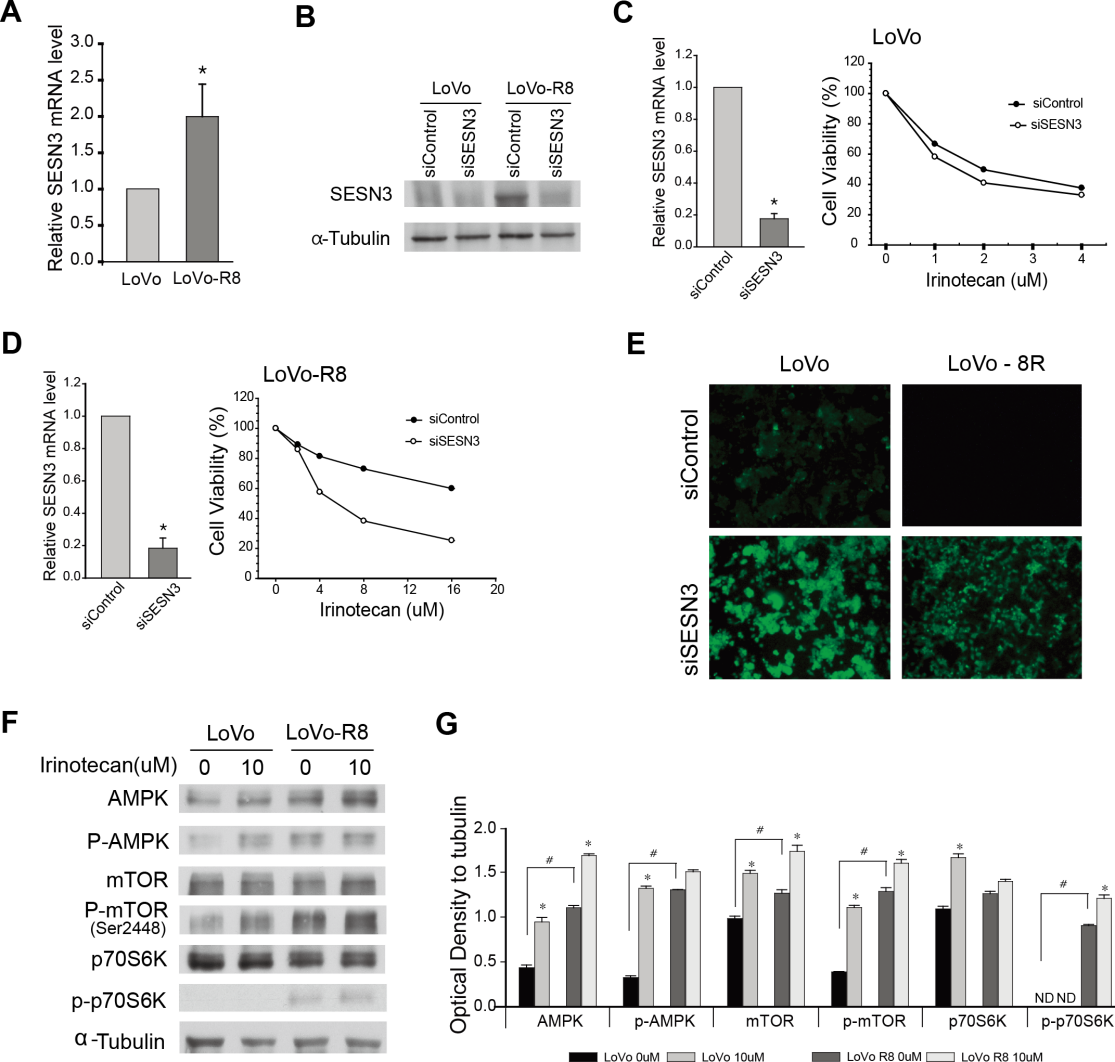
Effect of Sestrin3 knockdown on resistance to irinotecan. (A) The relative quantity of Sestrin3 mRNA level was increased in LoVo-R8 cell by realtime PCR. (B) According to upregulated Sestrin3 transcript, western blot analysis showed Sestrin3 protein level was also increased in LoVo-R8. Treatment of Sestrin3 siRNA (siSESN3) effectively down-regulated protein level of increased Sestrin3 in LoVo-R8. (C) Sestrin3 transcript was down regulated by transfecting siSESN3 in qPCR analysis (left). LoVo cells was susceptible to irinotecan with dose-dependent, and viability of LoVo was not affected even under siSESN3 treatment (right). Cells were treated with siSESN3 for 48 h. Culture media were changed with the medium containing the indicated concentration of irinotecan and further incubated for 72 h. The cell viability is presented as the percentage relative to that of untreated cells. (D) Sestrin3 transcript was also down regulated in LoVo-R8 by transfecting siSESN3 in qPCR analysis (left). LoVo-R8 cells was resistant to irinotecan, but was changed into be susceptible to irinotecan by siSESN3 treatment (right). (E) Fluorescence images of intracellular ROS stained with the CellRox green reagent. Cells were transfected with control siRNA or siSESN3. The ROS was measured after 48 h. (F) Western blot showing the protein levels of AMPK, p-AMPK, mTOR, p-mTOR, p70S6K, and p-p70S6K in LoVo and LoVo-R8 with or without irinotecan. (G) Graph showing the levels of proteins. The differences were considered significant at *p* < 0.05 by t-test. *, comparison between group without irinotecan vs group with 10 μM irinotecan in LoVo and LoVo-R8; #, comparison between LoVo vs LoVo-R8.

**Table 1:** Summary of differentially regulated gene clusters of cell cycle arrest-related gene ontology in irinotecan resistant LoVo-R8 cells.

No	Gene Symbol	Gene Title	Fold change	Regulation
1	CDKN1A	cyclin-dependent kinase inhibitor 1A (p21, Cip1)	1.936	up
2	CDKN2B	cyclin-dependent kinase inhibitor 2B (p15, inhibits CDK4)	1.311	up
3	DDIT3	DNA-damage-inducible transcript 3	0.883	down
4	GADD45A	growth arrest and DNA-damage-inducible, alpha	1.085	up
5	ID2	inhibitor of DNA binding 2, dominant negative helix-loop-helix protein	0.484	down
6	IL8	interleukin 8	3.999	up
7	IRF6	interferon regulatory factor 6	0.286	down
8	PPP1R15A	protein phosphatase 1, regulatory (inhibitor) subunit 15A	1.343	up
9	PRKAB2	protein kinase, AMP-activated, beta 2 non-catalytic subunit	1.977	up
10	PSMB9	proteasome (prosome, macropain) subunit, beta type, 9 (large multifunctional peptidase 2)	2.241	up
11	PSME2	proteasome (prosome, macropain) activator subunit 2 (PA28 beta)	1.11	up
12	SESN2	sestrin 2	0.782	down
13	SESN3	sestrin 3	4.292	up
14	SOX2	SRY (sex determining region Y)-box 2	1.085	up
15	SOX4	SRY (sex determining region Y)-box 4	1.047	up
16	TGFB2	transforming growth factor, beta 2	5.426	up
17	THBS1	thrombospondin 1	0.392	down
18	TP53INP1	tumor protein p53 inducible nuclear protein 1	1.361	up

Next, we examined the phosphorylation of AMPK, mTOR, and p70S6K to investigate whether Sestrin3 affects resistance to irinotecan through the AMPK/TORC1 pathway (Fig 4F and 4G). LoVo-R8 cells showed higher expression levels of AMP activated protein kinase (AMPK) and of AMPK phosphorylation than parental LoVo cells. Phosphorylation of mTOR and S6K (p70S6 kinase), an mTORC1 substrate was increased in LoVo-8R cells. Moreover, LoVo-8R cells showed constitutive activation of AMPK and mTOR with or without irinotecan compared with LoVo cells.

## Discussion

Irinotecan has been widely evaluated as a single agent as well as in combination regimens with other chemotherapeutic drugs. After approval for treatment of metastatic colorectal cancer, irinotecan has been used to treat a number of other cancers, including lung cancer, gastric cancer, brain tumors, and breast cancer. However, drug resistance of tumor to irinotecan has limited its efficacy in clinical therapies. We established a stable cell line that is resistant to irinotecan. The most sensitive cell line was selected from eight colorectal cell lines, based on cytotoxicity assays. We induced chronic resistance by exposing cells to an increasing dose of irinotecan. To confirm their adaptation, cells that acquired resistance were cultured in a drug-free medium for three passages. After culturing in the drug-free medium, the LoVo-R8 cells that had acquired resistance to irinotecan maintained it to the same level as the freshly established cells. The microarray data were analyzed to identify key genes that play important roles in the resistance to irinotecan. A total of 1165 differentially expressed genes (DEGs) were obtained. A Gene Ontology enrichment analysis revealed that the level of Sestrin3 was dramatically increased. However, the expression levels of the other two members of the Sestrin family, Sestrin1 and Sestrin2, were slightly changed. 

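SESN1 and SESN2 differed between the LoVo-R8 arrays more than SESN3 did. In LoVo 8R-, the log2 difference from parental LoVo was 0.99 for SESN1 and 0.87 for SESN2. In LoVo 8R+, it was 0.37 for SESN1 and -0.36 for SESN2. SESN1 passed 2-fold in LoVo 8R- with loess correction (1.07). Counted from the highest log2 difference down among 18417 genes, SESN3 ranked 87 in LoVo 8R- and 63 in LoVo 8R+, and SESN1 ranked 309 and 1969. SESN2 ranked 393 in LoVo 8R- and was below its parental level in LoVo 8R+.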

Sestrins are a family of highly conserved, stress-responsive proteins. Sestrin1 and Sestrin2 are transcriptionally regulated by p53. Sestrin3, regulated by forkhead transcription factor, exhibits oxidoreductase activity *in vitro*. It has been reported that SESN3 can protect cells against oxidative stress by modulating peroxiredoxin (Prx) regeneration [10]. We expected that Sestrin1 and Sestrin2 expression would be up-regulated because various DNA damage agents are known to affect cell cycle progression through p53 activation. From our array data, S2 Table presents the expression levels of Sestrins as well as the genes relating to the p53 pathway. 

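Target genes of p53 were on balance above parental levels in LoVo 8R- and near them in LoVo 8R+. Of 24 measured targets, 5 were at least 2-fold higher in LoVo 8R- and 1 was lower, and 1 and 1 in LoVo 8R+. DDB2, a damage recognition gene, had log2 differences of 1.30 and 1.04, and the ribonucleotide reductase gene RRM2B had 1.26 and 0.65. MDM2, whose protein degrades p53, had 0.22 and -0.63. TIGAR, a regulator of glycolysis, was lower on both arrays (-1.06 and -1.84). The list's median was 0.25 in LoVo 8R-, at percentile 99.99 of matched random lists. In LoVo 8R+ the median was 0.02, at percentile 83.0, so the upward shift of the list is not seen on that array.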

Of the 24 genes identified in this study as being involved in the irinotecan pathway of colorectal cancer, the expression levels of *CES1* and *CES2* (involved in the conversion of the pro-drug to irinotecan) were diminished by approximately 25%. 

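The carboxylesterase genes had different values on the LoVo-R8 arrays. CES1 had a level of 7.25 in parental LoVo, 7.68 in LoVo 8R- and 6.91 in LoVo 8R+, so it was above the parental level in LoVo 8R- and 21.1% below it in LoVo 8R+. CES2 had 9.44, 9.44 and 9.01, which is 25.7% below the parental level in LoVo 8R+. In LoVo 8R-, the CES2 difference turned to 0.08 with loess correction and 0.11 with repeated quantile normalization. BCHE, another esterase gene that converts irinotecan, had log2 differences of -0.22 and 0.03 from a parental level of 3.09, near the bottom of the array.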

Of the 24 genes, the ones encoding ATP binding cassette (ABC) proteins involved in efflux, such as *ABCB1* and *ABCG2*, were the most highly up-regulated genes. 

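Both genes were near the top of the genes higher than in parental LoVo. Counted from the highest difference down, ABCG2 ranked 18 in LoVo 8R- and 15 in LoVo 8R+ among the genes measured, and ABCB1 ranked 42 and 40. CYP3A5 ranked 36 and 85, and CYP3A4 84 and 238. Among the genes of Fig 2C, TGFB2 also ranked in this range, at 17 in LoVo 8R- and 41 in LoVo 8R+. The list of 24 genes in S1 Table was not used here.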

Resistance to irinotecan is affected by DNA repair systems. *ERCC1* and *ERCC2*, which participate in nucleotide excision repair, showed some increase in their expression. However, the expression of *MLH1* and *MLH6* (involved in the mismatch repair process) changed very little. 

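ERCC1 had log2 differences of 0.11 in LoVo 8R- and 0.42 in LoVo 8R+, and ERCC2 of 0.56 and 0.84. Neither reached 2-fold on either array. Of 11 measured genes of nucleotide excision repair, DDB2 was at least 2-fold higher on both arrays and ERCC8, a transcription-coupled repair gene, at least 2-fold lower (-1.38 and -1.18). The median of this list was -0.07 in LoVo 8R- (percentile 39.9) and -0.07 in LoVo 8R+ (percentile 33.4).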

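Of 6 measured genes of mismatch repair, none reached 2-fold on either LoVo-R8 array. MSH6, the member of this group that Fig 2C lists, had a log2 difference of -0.86 in LoVo 8R- and -0.23 in LoVo 8R+. Its partner MSH3 had -0.67 and -0.84, the exonuclease gene EXO1 -0.98 and -0.13, and MLH3 -0.26 and 0.02. PMS2 had 0.10 and 0.04. The list's median was -0.47 in LoVo 8R-, at percentile 4.93 of matched random lists, and -0.05 in LoVo 8R+, at percentile 50.5.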

Of the 24 genes, those involved in the apoptotic pathway did not show any difference in expression between the irinotecan-sensitive and irinotecan-resistant cells. 

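Apoptosis genes were mostly within 2-fold of parental LoVo. BAX, a pore-forming protein gene, had log2 differences of 0.34 in LoVo 8R- and 0.05 in LoVo 8R+, the death receptor gene FAS 0.52 and 0.11, and its ligand gene FASLG 0.09 and 0.00. Of 20 measured apoptosis regulators, BCL2L11, which encodes the pro-apoptotic protein BIM, was at least 2-fold lower in LoVo 8R- (-1.02) but not in LoVo 8R+ (-0.23), and 0 were higher. With repeated quantile normalization, BCL2L11 fell just short of 2-fold in LoVo 8R-. The death receptor gene TNFRSF10B had 0.93 and 0.19. The list's median was 0.10 in LoVo 8R- (percentile 96.9) and -0.03 in LoVo 8R+ (percentile 38.5). With bright members only, it was 0.12 in LoVo 8R-, just above the central 95% of random lists.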

Considering these variations in gene expression, the acquired resistance to irinotecan in LoVo-R8 cells might be due to diminished cellular accumulation of irinotecan, or to conversion of irinotecan to an active metabolite because SN-38 was decreased to some extent.

Irinotecan treatment is associated with G2 cell cycle arrest. We investigated the category of cell cycle arrest in Gene Ontology, to find the key targets of cell cycle-mediated resistance. Sestrin3 was shown to modulate Prx regeneration in cancer cells. The expression level of Sestrin3 was increased through transcriptional activation by FOXO1. While the Sestrin family is implicated in redox control [5, 8, 12], recent studies have demonstrated the role of Sestrins in mTORC1 signaling. mTORC1 is inhibited by members of the Sestrin family (SESN1/2), through AMPK-mediated activation of the TSC1/2 complex [12]. Sestrin3 has been reported to hinder mTORC1, based on the finding that FOXO1/3a-mediated transcriptional up-regulation of Sestrin3 proceeds to activate AMPK/TSC1/2, which eventually inhibits mTORC1 activity [13]. Additionally, mTORC1 activation leads to the accumulation of ROS, resulting in the activation of JNK/FOXO signaling, and a positive feedback loop of Sestrin expression [5, 14]. However, the role of Sestrin3 in oncogenesis and resistance to cancer drugs remains ambiguous. Examination of AMPK/mTOR pathway in LoVo and LoVo-R8 cells showed that AMPK signal was activated in irinotecan treated cells or irinotecan-resistant cells (Fig 4F). Generally, it is expected that mTOR signaling under inhibition by active AMPK would induce autophagy[15]. In our study, however, AMPK activation did not inhibit mTOR. Although mTOR signaling is closely associated with AMPK signal and is in fact down-stream to AMPK, TSC1/2 and Rheb are hub molecules of mTOR signaling pathway integrating diverse inputs [16, 17]. Our study reveals a positive rather than a negative regulatory relationship between AMPK and mTOR.

Our results and interpretations were focused on the antioxidant effect of Sestrin3 on resistance to cancer drugs. In general, cancer cells undergo aerobic glycolysis to satisfy the high nutrient demand imposed on the cellular and extracellular environment by their rapid proliferation. Demands for increased energy production bring cancer cells to face severe oxidative stress, which activates various defense and repair mechanisms against genotoxic drugs, although ROS may also function as specific second messengers in signaling cascades involved in cell proliferation and differentiation. In cancer cells, the accumulation of ROS might stimulate cellular proliferation, mutagenesis, and genomic instability [18, 19]. Accordingly, an accumulation of large amounts of ROS is detected in cells transformed with the *RAS* oncogene [18, 20, 21]. Although the mechanism underlying ROS overproduction in response to Ras is not well characterized, Sestrins have been demonstrated to participate in this process [22]. When H-Ras and N-Ras are converted to their respective activated forms, the *Sestrin1* and *Sestrin3* genes are negatively regulated. The inhibited expression of Sestrins causes an oxidative burst, and increased levels of DNA oxidation and chromosomal instability [22]. Sestrin1 and Sestrin3 in Ras-transformed cells prevent the accumulation of ROS and reduces the oxidative DNA damage. LoVo cells have K-Ras mutation. Oncogenic ras mutation brings the repression of Sestrin genes and up-regulation of reactive oxygen species [22]. Our results showed that irinotecan resistant LoVo cells with high level of Sestrin3 had lower ROS accumulation compared to irinotecan sensitive LoVo cells. Sestrin3 knockdown caused high levels of ROS accumulation, which led to severe cytotoxic effects. Cancer has similar mechanisms to those in degenerative diseases, in that an elevated oxidative level can contribute to carcinogenesis involving transformation, genomic instability, invasiveness, and angiogenesis [18]. Mice deficient in antioxidant enzymes are reported to be prone to cancer [23].

As shown in our study, the antioxidant Sestrin3 is involved in resistance to the drug irinotecan. Our results provide useful information for the identification of different biochemical targets to overcome resistance to irinotecan, and for the prediction of the response to irinotecan chemotherapy.

## Supporting Information

S1 Fig Transcriptome analysis. Hierarchical cluster analysis of the gene expression of the irinotecan-resistant LoVo cell line. For the DNA microarray, total RNAs were isolated from established LoVo cells, LoVo 8R- or 8R+ designating irinotecan addition to the culture medium. We used the LoVo 8R- data in this experiment.
(TIF) Click here for additional data file.

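The fold changes printed in Table 1 equal those of LoVo 8R+ against parental LoVo to within 0.001 for all 17 genes measured here, SESN3, TGFB2 and DDIT3 among them. Computed from LoVo 8R-, 0 of the 17 fell within 0.001, and 8 differed from the printed value by more than 1.5 times. DDIT3, SESN2 and PSME2 lay on opposite sides of the parental level on the 2 arrays. The names of the arrays here are those of the sample labels, and how the names 8R- and 8R+ were assigned to the labelled samples is not given in the sources used here beyond the legend of S1 Fig.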

S2 Fig Quantitation of protein expression levels of DNA damage response genes. Protein bands from immunoblots in Fig 3 were scanned and quantitated. α-Tubulin bands were used for normalization. One-way ANOVA with Tukey’spost-hoc test was carried out to examine the statistical significance. Asterisks indicate *P* < 0.05.
(TIF) Click here for additional data file.

S3 Fig Effect of Sestrin3 on toxicity of irinotecan in non-tumor colon cell line. (A) Sestrin3 knockdown efficacy. Cells were transfected with Sestrin3 siRNA (30 nM), total RNA was prepared 48 h later, and quantitative PCR was performed using Power SYBR Green Cells to Ct kit (Ambion). (B) Cytotoxicity assay of irinotecan by CCK-8 kit.
(TIF) Click here for additional data file.

S4 Fig FACS analysis of cellular ROS contents. Cells were transfected with siSESN3 for 48 h and then added with irinotecan for 24 h. CellROX reagent (A) for measurement of total cellular ROS contents or MitoSOX (B) for measurement of mitochondrial superoxide was added to final concentration of 5 μM according to the manufacturer’s recommendation. Cells were exposed to reagents for 30 min and washed twice with Hank’s Buffered Salt Solution (HBSS) containing calcium and magnesium. For flow cytometry analysis, 30 min after applying MitoSOX, cells were trypsinized and were washed with HBSS. Cells were fixed with 4% formaldehyde PBS solution, and flow cytometry was performed at excitation/ emission of 488/530 (CellROX) or 510/580 nm (MitoSOX).
(TIF) Click here for additional data file.

S1 Table Gene expression of 24 genes in the irinotecan pathway. (TIF) Click here for additional data file.

S2 Table Expression of genes in the p53 pathway, based on a KEGG pathway analysis. (TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

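Total RNA from parental LoVo cells, LoVo-R8 cells without irinotecan and LoVo-R8 cells with 8 μM irinotecan was measured by the authors on Affymetrix Human Gene 1.0 ST arrays, with 300 ng of RNA and 1 array per condition. The deposited values are log2 levels, which the authors made from the scanned arrays by RMA, with background correction, quantile normalization across the arrays and median polish within each probe set. The submitters' notes name Affymetrix Expression Console 1.1 for this step, and the paper names R and Bioconductor. No value was missing, and no detection call filter had been applied to the deposited table, which holds all 33297 probe sets. Because RMA was fitted on 3 arrays, 26.1% of probe sets have the same value on at least 2 of them.

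Samples were assigned to conditions by their labels alone. The main comparison was LoVo-R8 without irinotecan against parental LoVo, as the legend of S1 Fig names it. LoVo-R8 with irinotecan against parental LoVo is given beside it, and the pair of LoVo-R8 arrays were compared with each other. Each difference is a subtraction of log2 levels, counted at 2-fold. No test, standard error or p-value was computed, since no condition has a replicate, and the number of arrays limits the precision. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and statsmodels 0.14.6, and plots used matplotlib 3.10.9.

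Probe sets were joined to genes by the array's annotation table. A gene was represented by the single-gene probe set with the highest mean over the arrays, which gave 18417 genes. Probe sets that name several genes (1754) or none (12083) were counted but not used for single genes. Of the single-gene probe sets, 19429 were matched by Entrez identifier to the RefSeq annotation of GRCh38.p14, from which gene order, gene span and gene class were taken, and 0 symbols were changed. No genome sequence was used.

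The genes named in the text were set by a rule before the data were examined. The rule takes every gene the paper names in its text, Table 1 or Fig 2C, whose values in Table 1 had been seen before. It also takes the 12 highest and the 12 lowest genes in LoVo-R8 without irinotecan that have the same direction at 2-fold with irinotecan and lie at or above the array median in the higher of the arrays compared. For the pair of LoVo-R8 arrays it takes the 8 highest and the 8 lowest, with no condition on a further array. It further takes up to 4 measured members of each gene list with the largest differences, and the measured genes next to ABCB1, ABCG2 and SESN3. Genes named beyond this rule, such as the host genes of small RNAs, further members of a list past 2-fold and the first and last genes of a chromosomal window, were named after their values had been seen.

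At the same time 39 gene lists were fixed from textbook knowledge and from Table 1, of which 38 have a measured member. The list of mitochondrially encoded genes has 0. The median of each list was set among the medians of 10000 random lists of the same size matched on expression decile, and called outside when it lay beyond their central 95%. This percentile describes the arrays and is not a test between conditions. The differences of both LoVo-R8 arrays from the single parental array were compared with 20 simulations of 3 unchanged arrays, whose noise was drawn from the pair of LoVo-R8 arrays. The medians of 5 measured genes on each side of ABCB1, ABCG2 and SESN3 were set among all runs of 10 such neighbours, and running medians over 21 genes were compared with 100 shuffles of gene order.

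The calculation was tested on simulated data before it was applied. Among 50 genes per size, 0% of simulated 1.5-fold differences, 36% of 2-fold, 94% of 3-fold and 100% of 4-fold differences were counted as at least 2-fold in the true direction, and 0% in the opposite one. Of 18217 unchanged genes, 87 were counted. Of 200 unchanged lists of 20 genes, 5% lay outside the central 95%, and 100% of lists shifted by 0.5 lay above it. All of 100 regions of 10 genes shifted by 0.5 were recovered.

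Alternatives were a threshold of 1.5-fold or 3-fold, median centring, loess correction of each array against the mean array (span 0.3, 3 iterations), repeated quantile normalization, and a filter on dim probe sets at the 50th or the 25th percentile of the higher array. Others were single-gene probe sets only, 1 value per gene, the mean over the probe sets of a gene, the array with irinotecan or the mean of both LoVo-R8 arrays, bright members of each list only, 10 neighbours on each side, and windows of 41 genes. A further 4 alternatives were added after seeing the data. They combine the array with irinotecan with a dim filter or leave out a block of unnamed probe sets. The p < 0.05 criterion of the paper was left out because 1 array per condition gives no p-value. Also left out were the detection filter, the gene ontology groups, the KEGG pathways and the clustering of the paper, whose inputs were not used here. S1 and S2 Tables, the real-time PCR, the protein blots and the viability assays were not analysed here.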

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

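The tests on p53 target genes, on the stress response list and on the share of small RNAs were chosen after those results had been seen, and the other tests below before. Each result is a signal in a comparison of the LoVo-R8 arrays with each other, or in gene groups, neighbouring genes or probe sets that the paper's text does not discuss.

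The fold changes of Table 1 equal those of the array labelled LoVo 8R+, while the legend of S1 Fig names LoVo 8R-. With the labels as given, Table 1 would have been computed from LoVo 8R+ and not from LoVo 8R-, which was not tested. Between these arrays (8R+ minus 8R-), p53 target genes had a median log2 difference of -0.42, the cell cycle arrest genes of the paper -0.43, the unfolded protein and integrated stress response list -0.73, and DNA replication and G1/S genes 0.45, each among the 9 lists above and 8 below the central 95% of matched random lists, of 38 lists with 1.9 outside it by chance. If irinotecan still damages DNA in these resistant cells, exchanged labels of both LoVo-R8 arrays may give the p53 target median of -0.42. With the drug at a lower dose, the paper reports no change in cell cycle progression of LoVo-R8 cells (Fig 1D). It also reports no activation of CHK1 in them (Fig 3A), so the premise of DNA damage is open. A stress response median of -0.73 may come from a stress of the culture labelled 8R- other than the drug. Against parental LoVo, however, that list stood at 0.14 in LoVo 8R- (percentile 96.8, and 99.7 over its bright members). In LoVo 8R+ it stood at -0.47 (percentile 0.02). The larger part of the gap is thus a lower level in LoVo 8R+, which a stress of the 8R- culture alone leaves unexplained. Genes over 100 kb, whose transcription needs topoisomerase I, exceeded genes under 30 kb by 0.022 in the array labelled 8R+, with 6 of 10 expression deciles above 0, so by this test exchanged labels and labels as given cannot be told apart. SESN3 is above its parental level on both arrays, as in the real-time PCR and western blot of Fig 4A and 4B, which does not settle it, and a true effect of drug removal on LoVo-R8 cells was not tested.

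The 10 measured genes next to ABCB1 on chromosome 7 had a median log2 difference from parental LoVo of 0.55 in LoVo 8R- and 0.64 in LoVo 8R+, at percentile 99.8 and 99.9 of all runs of 10 neighbours, with RUNDC3B at 1.18 and 1.58 and ABCB4, a paralog that may share probe sequence, at 0.77 and 1.46. Within that stretch TMEM243 stood at -0.28 and 0.04 and DBF4 at -0.10 and -0.16. The 10 neighbours of ABCG2 stood at percentile 76.6 and 88.1, which by the limit set beforehand counts against a gain there. With 10 on each side they passed that limit (91.2 and 93.8). Because DMP1, IBSP, MEPE, SPP1 and HERC5 among the 10 are dim, a gain around ABCG2 was left open. HERC3 stood at 0.41 and 0.98 and HSP90AB3P at 0.68 and 0.41. Against a gain that spans them, HERC6 stood at -0.74 and -0.67 and PPM1K at -0.21 (0.06 with the mean over its probe sets) and 0.00. A gain also stays open around SESN3, whose neighbours stood at percentile 53.2 and 92.3, and 96.9 and 75.1 with 10 on each side. There MAML2 stood at 1.42 and 1.71, but SRSF8 at -0.57 and -0.61 and MTMR2 at -0.47 and -0.46. CWC15 (-0.23) and FAM76B (-0.21) were below parental levels on both arrays. A gain of the region around ABCB1 is a candidate explanation for its percentile of 99.8, and so is shared regulation of neighbouring genes, which RNA levels alone do not separate. The biological explanation in the design, selection by irinotecan, holds for both arrays alike and was not tested.

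Small nuclear RNAs were higher in LoVo 8R+ than in LoVo 8R-, with a median log2 difference of 0.60 over 20 of them, and of 195 small nucleolar and small nuclear RNAs 25 were at least 2-fold higher and 0 lower. More small RNA carried through extraction or labelling of that array would raise most of them, and 71.3% were higher, between the limits set for and against it. Of 173 microRNA genes 27.7% were higher and 0 by 2-fold. Tied values count as not higher, and the share was only 40.2% for protein-coding genes. Whether the microRNA probe sets could register carried-over short RNA was not tested, so they do not decide on carry-over, which stays open. Higher transcription of their host genes is argued against by a median of 0.090 over 10 host genes of the higher small nucleolar RNAs, which ranged from -0.24 to 0.40. An effect of irinotecan on these RNAs was not tested, and with 1 array for each condition it cannot be told apart from the handling of that array.

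NRF2 target genes had a median log2 difference from parental LoVo of -0.55 in LoVo 8R- and -0.32 in LoVo 8R+. Interferon-stimulated genes had medians of -0.49 and -0.44. The list of epithelial junctions and keratins had medians of -0.48 and -0.52. Genes of cholesterol synthesis had medians of -0.71 and -0.71. Of 4203 unnamed probe sets with the lowest identifiers, 10.5% were at least 2-fold different in LoVo 8R-, against 4.39% of probe sets that name 1 gene.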

How the results depend on the processing

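Combining the array with irinotecan with a dim filter, or leaving out the unnamed probe sets with the lowest identifiers, was chosen after seeing the data. For LoVo 8R- against parental LoVo, 1798 probe sets were higher and 2901 lower (4699 in all) at 1.5-fold, and 119, 273 and 392 at 3-fold. With single-gene probe sets the counts were 316, 538 and 854, and with 1 value per gene 302, 512 and 814, since fewer features were counted. With LoVo 8R+ in its place, 565 were lower under the filter at the median and 508 without those unnamed probe sets. The share of higher ones was 36.1%, 35.5% to 39.9% under 3 scalings and 51.4% with LoVo 8R+.

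For LoVo 8R+ against LoVo 8R-, 1353 probe sets were higher and 560 lower (1913 in all) at 1.5-fold, 37, 10 and 47 at 3-fold, 158, 31 and 189 with the dim filter at the median, 104, 22 and 126 with single-gene probe sets, and 97, 21 and 118 with 1 value per gene. With the filter at the 25th percentile 57 were lower.

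Of 236 single genes, 235 kept direction and side of 2-fold with median centring, 228 with loess correction, 226 with repeated quantile normalization, 235 with the mean over probe sets, 206 with the mean of the LoVo-R8 arrays and 167 with LoVo 8R+. In LoVo 8R+, 20 were no longer 2-fold and 15 newly were. Another 31, within 2-fold in LoVo 8R-, did not keep their direction in LoVo 8R+. CEACAM7 (0.19), DDIT3 (-0.18) and TRIB3 (-0.46), each at least 2-fold different in LoVo 8R-, reversed in LoVo 8R+, and the cause was not tested. Of 38 lists, 36 kept their side of the central 95% with quantile normalization, 34 with loess correction, 33 with bright members only, 34 with the mean of the arrays and 30 with LoVo 8R+. Lists above it numbered 8 in LoVo 8R-, 4 in LoVo 8R+ and 5 with the mean, and the cause was not tested.

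With 10 neighbours on each side, those of ABCB1 stayed above the central 95% of runs in LoVo 8R- (percentile 99.7), and those of ABCG2 moved from percentile 76.6 to 91.2 and those of SESN3 from 53.2 to 96.9, within it. The lowest running median passed the shuffles with windows of 41 genes (-0.41) and in LoVo 8R+ (-0.56), and did not in LoVo 8R- with 21. The highest moved from chromosome 7 to 19 in LoVo 8R- and to 8 in LoVo 8R+ with windows of 41. The cause was not tested. No paired analysis was possible because each condition has 1 array. Signal over background limits dim genes, for which no detection values were used here.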

Differences from the paper's values

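The paper's fold changes in Table 1 were compared with LoVo 8R- over parental LoVo, as the legend of S1 Fig states. The paper gives 1.311 for CDKN2B, 0.883 for DDIT3, 1.085 for GADD45A and 0.484 for ID2, and the values here are 2.11, 2.28, 2.04 and 0.310. The paper gives 3.999 for IL8 (CXCL8), 1.343 for PPP1R15A, 0.782 for SESN2 and 1.361 for TP53INP1, and the values here are 2.08, 2.64, 1.83 and 2.12. With LoVo-R8 with irinotecan, an alternative set before the data were examined, all 8 fall within 1.5 times of the paper's values. With the mean of the LoVo-R8 arrays they do as well, apart from DDIT3 and SESN2. ID2 also does with loess correction and with repeated quantile normalization, and under median centring and the mean over probe sets all 8 remain apart.

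For probe sets at least 2-fold lower, the paper's count of genes is 566 and the count here is 932, without the paper's detection filter and p < 0.05. It comes within 1.5 times of the paper's with the dim filter at the median (715), single-gene probe sets (538), 1 value per gene (512), LoVo-R8 with irinotecan (734) and the mean of the LoVo-R8 arrays (734), and not with median centring, loess correction, repeated quantile normalization, the filter at the 25th percentile or a threshold of 1.5-fold or 3-fold. Single-gene probe sets and 1 value per gene take the higher count (316 and 302) more than 1.5 times away from the paper's 599, to which the count of 527 here is closer. With the dim filter at the median, the probe sets counted are 3.44% of all probe sets (6.57% of those kept), against the paper's 3.5% of genes probed and 4.38% here without a filter. LoVo-R8 with irinotecan under the filter at the median, chosen after seeing the values, gives 611 higher and 565 lower, 3.53% of all probe sets (6.77% of those kept), and drops 0 of the 6 measured genes that Table 1 lists at 2-fold or more. Leaving out the unnamed probe sets with the lowest identifiers, also chosen after seeing the values, gives 623 lower but 395 higher, more than 1.5 times away from the paper's 599, and 508 lower and 594 higher with LoVo-R8 with irinotecan, while that array with the filter at the 25th percentile gives 689 lower and 714 higher.

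For CES1 and CES2, the paper states a level lower by approximately 25%. In LoVo 8R- CES1 was lower by -34.7%, which is an increase, and CES2 by 0.041%. With LoVo-R8 with irinotecan both fall within 1.5 times of the paper's value (21.1% and 25.7%), and under the other alternatives set before they do not.

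In Table 1 of the paper, DDIT3 and SESN2 are below their parental level and PSME2 is above it. In LoVo 8R- the log2 differences were 1.19, 0.87 and -0.15, and in LoVo 8R+ -0.18, -0.36 and 0.15. The paper calls the change of Sestrin1 and Sestrin2 slight, and in LoVo 8R- SESN1 stood at 0.99 and SESN2 at 0.87. According to the legend of Fig 2C its genes passed an upper or a lower limit, and 28 of the 51 measured lay between these limits in LoVo 8R- and 34 in LoVo 8R+. The paper ranks ABCB1 and ABCG2 first among its 24 genes. In LoVo 8R- ABCG2 (2.66) was above CYP3A5 (2.24), and CYP3A5 was above ABCB1 (2.08), while in LoVo 8R+ ABCG2 (2.99) and ABCB1 (2.44) were above CYP3A5 (1.89).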

Other observations

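Interferon-stimulated genes, cholesterol synthesis and epithelial junctions were lower in LoVo-R8 cells than in parental LoVo. The antiviral genes IFIT2 (log2 differences of -1.61 in LoVo 8R- and -1.53 in LoVo 8R+) and IFIT1 (-1.52 and -1.21) were among 6 of 26 interferon-stimulated genes at least 2-fold lower in LoVo 8R-, with 0 higher. In LoVo 8R+ 4 were lower and 2 higher, IFI6 (1.56) and IFITM3 (1.28). In cholesterol synthesis, SQLE (-3.10 and -2.13), INSIG1 (-1.83 and -1.42), IDI1 (-1.20 and -1.32) and HMGCS1 (-1.18 and -0.99) were lowest. Of 18 genes of epithelial junctions and keratins, 6 were at least 2-fold lower and 1 higher in LoVo 8R-, and 5 and 2 in LoVo 8R+. CDH1, which encodes E-cadherin, stood at -3.06 and -2.26. The epithelial transcription factor gene GRHL2 stood at -2.88 and -2.63 and CLDN4 at -2.02 and -0.98. CLDN1 was higher on both arrays (1.72 and 1.44), and CLDN2 was at least 2-fold higher in LoVo 8R+. Of 15 mesenchymal genes 3 were higher on both arrays and 0 lower, namely ZEB1 (1.99 and 1.98), VIM (1.82 and 1.86) and TCF4 (1.16 and 1.44). The median of that list was 0.18 in LoVo 8R- (percentile 98.3) and 0.00 in LoVo 8R+, and with loess correction it was within the central 95% (percentile 97.1). Among NRF2 target genes, AKR1B10 (-2.26 and -1.86), AKR1C2 (-1.58 and -1.70) and NQO1 (-1.16 and -0.22) were lower in LoVo 8R-, and AKR1C2 has close paralogs that may share probe sequence.

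The mucin gene MUC2 (-2.14 and -2.51) and AGR2 (-1.26 and -0.77) were lower among 17 goblet and enteroendocrine markers (medians 0.09 and 0.00, and -0.64 in LoVo 8R- at percentile 0.3 over the 6 bright members alone), and CA2 (-1.95 and -1.63) and GUCA2A (-1.03 and -1.45) among 19 enterocyte markers (medians 0.10 and 0.00). CEACAM7 stood at -1.24 and 0.19. The Wnt target AXIN2 was higher (1.31 and 1.93) and PROM1 lower in a list with medians of 0.00 on both arrays. Genes of FOXO factors and targets had medians of 0.41 (percentile 99.99) and 0.29 (percentile 99.7), with CITED2 at 0.85 and 1.11, and FOXO1, FOXO3 and FOXO4 at 0.03, 0.41 and 0.53 in LoVo 8R-. Antioxidant enzymes had medians of -0.09 and -0.02, with GPX2 (-3.84 and -2.37) and GLRX (-2.74 and -1.02) lower on both arrays. Extracellular matrix genes had medians of 0.03 and 0.02, with TNC (1.40 and 1.87) and LAMC1 (1.04 and 1.41) higher. TGF-beta and BMP signaling had 0.05 and 0.17 (percentile 99.6), with TGFBR2 at 1.26 and 0.79 and ID3 at 0.79 and 1.51. Glycolysis and hypoxia had -0.32 (percentile 0.84) and -0.01, with ALDOC at -1.70 and -1.52 and ENO2 at 0.58 and 1.29.

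In the DNA damage checkpoint list (medians -0.15 and -0.18), the phosphatase gene CDC25A (-2.05 and -1.08) was lower on both arrays and CLSPN (-1.13 and -0.88) in LoVo 8R-. TOPBP1 stood at -0.91 and -0.38, CHEK1 at -0.51 and -0.29, ATM at -0.11 and -0.06 and ATR at -0.18 and 0.01. The AMPK and mTOR complex 1 list had medians of 0.06 and -0.05, with PRKAA1 at 0.72 and 0.71, PRKAA2 at 0.75 and 0.66 and MTOR at -0.95 and -0.89. These are RNA levels and say nothing of phosphorylation. TOP1, the target of irinotecan, stood at 0.33 and 0.01, and genes of topoisomerase I lesion repair had medians of -0.19 and -0.07. Homologous recombination had -0.01 and -0.10, with RAD54B at 0.62 and 1.47. The irinotecan activation and inactivation list had 0.43 (percentile 99.8, and 97.1 over its bright members) and 0.03, the efflux transporters -0.12 and -0.04, the Sestrins 0.99 (percentile 99.9) and 0.37, and the genes of Table 1 1.06 and 0.39. Class I antigen presentation had 0.02 and 0.09, with TAPBP at 0.74 and 1.06, the EGF family 0.04 and -0.04, with HBEGF at 0.19 and -1.03, and spliceosome proteins -0.27 (percentile 2.93, and 1.54 with loess correction) and -0.01. The unfolded protein and integrated stress response list had 0.14 (percentile 96.8, and 99.7 over its bright members) and -0.47 (percentile 0.02). Ribosomal proteins had 0.09 and 0.05. Markers of other cell types had medians of 0.03 and 0.00 for fibroblasts, 0.14 and 0.00 for leukocytes (0.72 in LoVo 8R- at percentile 97.7 over 2 bright members) and 0.17 and 0.00 for endothelium, and of these genes CD68 alone reached 2-fold (1.47 and 1.86). In all, 8 lists lay above and 6 below the central 95% in LoVo 8R-, and 4 and 6 in LoVo 8R+, against 1.9 outside it by chance.

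Between the LoVo-R8 arrays, 285 probe sets were at least 2-fold higher and 86 lower in LoVo 8R+ than in LoVo 8R-, a comparison the paper does not report. The unnamed probe sets with the lowest identifiers supplied 125 of the higher and 49 of the lower ones (46.9%). The highest gene was the small nuclear RNA RNU4-2, at 5.67-fold from a level in LoVo 8R- below the first quartile of that array, where background limits the fold, followed by log2 difference by the small RNAs SNORA22 (2.26), RNU5E-1 (1.96), RNU4-1 (1.93), SNORD41 (1.80) and SNORA20 (1.74), and PEG10 (2.24) and the cyclin gene CCNE2 (2.10). The lowest were CHAC1 (-1.69), the mTOR inhibitor gene DDIT4 (-1.58), TRIB3 (-1.56), the cystine transporter gene SLC7A11 (-1.41), LURAP1L (-1.38), DDIT3 (-1.37), WARS1 (-1.36) and HKDC1 (-1.24). SESN2 stood at -1.22, GADD45A at -0.91, MDM2 at -0.85 and TIGAR at -0.78.

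Along the chromosomes, ordered by GRCh38.p14, the highest running median over 21 genes in both LoVo-R8 arrays lay on chromosome 7 from GNAI1 to ADAM22, a stretch that holds ABCB1 (0.56 in LoVo 8R- and 0.75 in LoVo 8R+, against at most 0.37 and 0.39 in shuffled orders). With windows of 41 genes the highest lay on chromosome 19 in LoVo 8R- (0.36, with chromosome 7 at 0.30) and on chromosome 8 in LoVo 8R+ (0.32, with chromosome 7 at 0.25). Stretches on chromosome 19 from ZNF431 to RPSA2 (0.55 in LoVo 8R-) and on chromosome 8 from CALB1 to CFAP418 (0.41 and 0.40) were also above every shuffle. The zinc finger genes of chromosome 19 are paralogs that may share probe sequence. Stretches on chromosome 15 from LEO1 to RORA (-0.41 over 41 genes in LoVo 8R-) and on chromosome 5 from FER to TRIM36 (-0.56 over 21 genes in LoVo 8R+) were below every shuffle. Of the genes on chromosome 5, 52.6% in LoVo 8R- and 58.6% in LoVo 8R+ were below parental LoVo, and on chromosome 15 54.5% and 61.8%. The highest share on any other autosome or X was 42.8% in LoVo 8R- (chromosome 3) and 47.3% in LoVo 8R+ (chromosome 14). Tied values count as not below.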
